A study of Mus musculus with 4 samples. Its data were reported in "DNASE1L3 enhances antitumor immunity and suppresses tumor progression in colon cancer" (2023).

How the data were processed

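Single-cell RNA libraries of immune cells from MC38 tumours were measured in mice labelled wild type (WT) or Dnase1l3 knockout (KO), with 1 library per genotype in a sort of DCs and 1 per genotype in a sort of CD45-positive leukocytes. Per the labels, the authors made droplet libraries that read the 3' end of transcripts. They ran Cell Ranger (mkfastq, count and aggr) against the mm10 genome. The deposited files hold 1 table per library of raw UMI counts per gene and barcode, and all values below were computed from those counts. The labels name the whole colon as the tissue, whereas the study describes tumours grown under the skin. The sources used here do not say how many mice went into a library. The study describes its libraries as joined by mapped depth, and no source states whether the deposited tables come from before or after that step.

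Barcodes were kept with 200 to 5000 genes, at most 25000 UMIs and at most 10% mitochondrial UMIs, which left out 254 and 257 barcodes of the DC libraries labelled WT and KO and 300 and 276 of the CD45 libraries. The kept cells held 29080967 and 30365890 UMIs in the DC sort and 29438878 and 30776857 in the CD45 sort, with medians of 1650, 1776, 1982 and 2116 genes per cell in that order of libraries. Median mitochondrial shares were 0.80%, 0.84%, 1.97% and 2.24%. Of 17880 symbols in the files, 14899 (83.3%) were found in the annotation of the mm10 build.

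Each sort was clustered with Seurat 5.3.0 in R 4.3.3. The 2 libraries were joined by anchors on 2000 variable features with S and G2/M scores regressed out and Dnase1l3 left out of the features, followed by 30 principal components and a resolution of 0.5. Clusters depended on how matrix products were rounded, so the rounding was fixed to that of 1 processor kernel (OpenBLAS, Haswell) for reproducible output, and 2 other kernels were run as alternatives. Clusters were named from marker lists written before the files were opened. The score of a class was the mean over its markers of the log2 CPM of the cluster, with a pseudocount of 20 CPM, less the mean over the clusters of both sorts. A name needed a score of at least 0.3, a margin of 0.3 over the next class and 3 markers above 20 CPM. Clusters in which T cell markers and those of NK cells or of mast cells and basophils all scored at least 1.5, and clusters in which both cDC classes scored at least 0.5, were split again at a resolution of 0.5. A T cell cluster with a myeloid score of at least 0.5 was called mixed. Other T cell clusters were named CD8 T-like or CD4 T-like by the higher of these 2 marker scores, without a margin. Markers of gamma-delta T cells or innate lymphoid cells were listed but not scored for names. A cluster of few UMIs, with a median below 0.333 of that of its library, was named only if its 10 genes of highest fold held a marker of its class and none of another class. These naming thresholds were set after the data had been examined, on an earlier clustering whose other rounding gave other clusters, and so were the weighed patterns and the limit on described lists. Without the last of these rules part 4.1 of cluster 4 of the DC sort could have been named mature DC-like. The marker lists, the gene lists, the comparisons, the rule for named genes and 14 alternatives were fixed before.

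With 1 library per group no test across libraries was made and no p-value is given. Shares have exact Clopper-Pearson intervals, CPM exact Poisson intervals and ratios exact conditional intervals, all at 95%. The limit that a count of 0 allows was taken as 3 UMIs. UMIs were summed over the cells of a class and scaled by the class total (CPM). Of 26 gene lists, members with a mean CPM of at least 20 entered a median log2 ratio, which was placed among the medians of 10000 random lists drawn from the 50 neighbours on each side in expression rank. The percentile is a description and no test. The interval of a median comes from 1000 Poisson redraws of the counts. Lists of fewer than 3 measured members gave no median, which held for haemoglobin genes and for tumour or stroma genes in every class. Of 208 medians computed, 164 belong to lists written for the class's own cell type, of which 28 lay above and 43 below the central 95% of random lists. Only those 164 are described and set against the alternatives, a limit set after their values under the alternatives had been seen.

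Named genes are the 10 with the highest and the 10 with the lowest log2 ratio per comparison, with a pseudocount of 5 CPM for ranking, among genes with a mean CPM of at least 50 and at least 50 summed UMIs, without mitochondrial, ribosomal, haemoglobin and immune receptor variable genes and Xist. Printed ratios carry no pseudocount. Members of lists were chosen as examples after their values had been seen, and so were the values of cluster 0 of the DC sort, which was not a planned comparison, and the counts of complement and Apoe UMIs per cell in cDC-like cells of the CD45 sort. The sorts were compared over genes with a mean CPM of at least 50 in both. Shares of cells with a UMI were also taken with each cell thinned to 2000 UMIs (seed 7), which leaves out shallower cells.

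The counting intervals were tested on simulated counts in which 200 genes were given a known change. In cDC1-like cells (4297 genes) 82.8% of changes of 0.5 on the log2 scale had an interval that excluded 0 on the right side, in mature DC-like cells (4496 genes) 100%, in CD8 T-like cells (5470 genes) 70.5% and in monocyte-like cells (4874 genes) 98.9%. For changes of 1 these shares were 99.1%, 100%, 97.3% and 100%. Of unchanged genes 95.9%, 95.0%, 96.2% and 95.5% had an interval that held 0. In the same counts 200 random lists of 15 genes were drawn, and 6.0%, 2.0%, 3.0% and 0.5% of unchanged lists lay outside the central 95% of matched lists, whereas with a shift of 0.3 on the log2 scale 100% lay above it in each class. The counts were drawn as independent Poisson counts around 1 mean profile, which is the model behind the intervals. A share near 95% for unchanged genes was therefore set in advance. The simulation held no variation between cells and no genes that vary together, so it does not check the intervals or percentiles against these.

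Alternatives covered no cell filter, no integration, resolutions of 0.3 and 1, no regression of cell cycle scores, Dnase1l3 kept among the features, classes set per cell without clusters, TMM scaling (edgeR 4.0.16), means of log-normalised values, cells thinned to 2000 UMIs, list members with a mean CPM of at least 100 or with 1 UMI in both libraries, and lymphoid cells above the median of the myeloid list left out. Removal of doublets called by Scrublet (scanpy 1.11.5, seed 1) was planned, but its automatic threshold called 1, 0, 2 and 1 cells and so did not work. It was replaced by the removal of the 4% of cells with the highest scores (183 and 238 cells in the DC sort, 201 and 196 in the CD45 sort), a choice made after the data had been seen, as were 6 further alternatives. These were the 2 other roundings, low-UMI cells led by mature DC genes counted as mature DC-like, a total without low-UMI clusters, mature DC-like clusters below 0.5 of the library median UMIs left out, and CD8 T-like cells without the 2 richest in S100 RNA per library. Remaining steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.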

Results

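The data were single-cell RNA profiles of immune cells from tumours grown under the skin of mice from MC38, a mouse colon carcinoma cell line. The mice were wild type (WT) or knockout (KO) for Dnase1l3, which encodes a secreted nuclease that digests DNA in chromatin. One pair of libraries held cells sorted as dendritic cells (DC sort), which take up antigen and present it to T cells. The other pair held all leukocytes bearing the surface protein CD45 (CD45 sort). There was 1 library per genotype and sort, 4 in all, so no difference below has a replicate check or a test, and each describes these libraries. The deposited counts held 37267610 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) in 4659 barcodes of the DC library labelled WT and 38468646 in 4501 barcodes of that labelled KO. The CD45 libraries held 36677500 UMIs in 4404 barcodes (labelled WT) and 36788904 in 4549 (labelled KO). After the cell filter, 4405 and 4244 cells remained in the DC sort and 4104 and 4273 in the CD45 sort, labelled WT and KO in that order. Median UMIs per kept cell were 5430 and 5922 in the DC sort, and 6265 and 6395 in the CD45 sort. All 95% intervals cover counting error only. Unless another pair is named, "higher" and "lower" describe the library labelled KO against the library labelled WT of the same sort, and log2 ratios are taken in that order.

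Dnase1l3, the targeted gene, was lower in the DC library labelled KO but higher in the CD45 library labelled KO. In the DC sort its level was 18.7 CPM (UMIs scaled to a fixed library total, exact Poisson interval 17.2 to 20.4, 545 UMIs) in the library labelled WT and 8.66 CPM (7.65 to 9.77, 263 UMIs) in that labelled KO, a ratio of 0.46 (0.40 to 0.54). In the CD45 sort it was 4.82 CPM (4.06 to 5.69, 142 UMIs) in the library labelled WT and 8.51 CPM (7.51 to 9.61, 262 UMIs) in that labelled KO, a ratio of 1.76 (1.43 to 2.18). The CD45 sort therefore goes against its labels at this gene, and every direction drawn from that sort below rests on labels that the gene does not bear out. The annotation of the GRCm38 (mm10) build places Dnase1l3 on chromosome 14 from 7964533 to 7994573, on the minus strand, with a protein-coding transcript of 8 exons and another of 2 exons. Exon 8 of the longer transcript, from 7964533 to 7967875, holds its 3' end, where tags of a 3' assay fall. Which part of the gene the knockout removes was not given in the sources used here, and tags outside a deleted part check nothing. If the tags lie outside it, the level of this gene speaks neither for nor against the labels of either sort. The libraries labelled KO had 8.66 CPM in the DC sort and 8.51 CPM in the CD45 sort.

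Within the DC sort, Dnase1l3 was lower in cDC1-like cells (19.4 against 6.74 CPM, ratio 0.35, 0.21 to 0.56), the conventional DC subset known for cross-presenting antigen to CD8 T cells. It was also lower in mature DC-like cells (23 against 10.3 CPM, ratio 0.45, 0.35 to 0.56) and in macrophage-like cells (23.7 against 11 CPM, ratio 0.46, 0.30 to 0.70). In cDC2-like cells, the subset known for presenting to CD4 T cells, 10 and 15 UMIs were found, a ratio of 1.40 whose interval (0.59 to 3.48) holds 1. In the CD45 sort Dnase1l3 was higher in monocyte-like cells (2.71 against 7.15 CPM, ratio 2.64, 1.59 to 4.54). Macrophage-like cells of that sort held 80 and 116 UMIs, a ratio of 1.26 whose interval (0.94 to 1.69) holds 1. In neutrophil-like cells the counts were 2 and 26 UMIs (ratio 31.0, 7.77 to 270). No Dnase1l3 UMI was found in 763 T and NK cells of the CD45 library labelled WT, which allows up to 0.466 CPM, whereas 33 UMIs in 31 of 769 such cells gave 5.53 CPM (3.81 to 7.77) in the library labelled KO. In that sort plasmacytoid DC (pDC)-like cells had 28.9 and 14.7 CPM (ratio 0.51, 0.20 to 1.18), a difference within counting error. In the DC sort 12.1% of cDC1-like cells had a UMI of the gene in the library labelled WT (8.24% to 16.9%) and 5.12% (3.23% to 7.64%) in that labelled KO, at median depths of 10606 and 9688 UMIs. With each cell thinned to 2000 UMIs, which left out 5 and 4 cells, these shares were 4.68% and 1.41%. Cells led by collagen genes, a type that should lack the gene, had a UMI in 0 of 15 and 0 of 18 cells at median depths of 12476 and 926.5 UMIs. The T cell-like cells of that sort, with 3 of 35 and 2 of 66 cells, were mixed with myeloid RNA and so give no background.

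**Figure D1:**
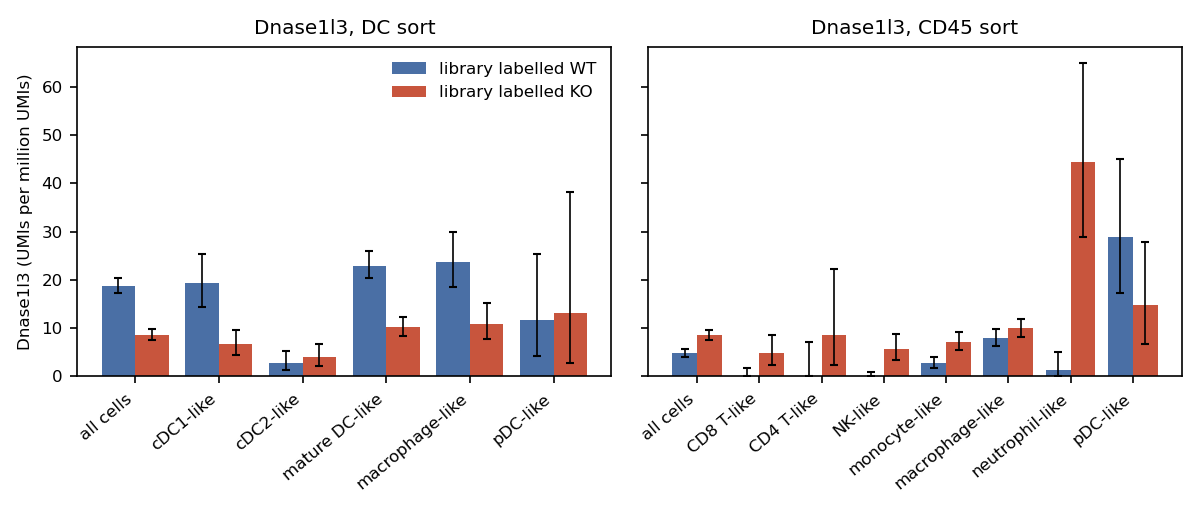
Dnase1l3 level (CPM) per cell class in the DC sort and the CD45 sort, with blue columns for the libraries labelled WT, red columns for those labelled KO and error bars for exact 95% Poisson intervals of counting error. In the DC sort the level over all cells is 18.7 CPM in the library labelled WT and 8.66 CPM in that labelled KO, and in the CD45 sort it is 4.82 and 8.51 CPM.

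The share of cells per class in the DC sort addresses whether tumours of mice lacking Dnase1l3 hold a different make-up of DCs. cDC1-like cells (cluster 6, led by genes such as Naaa and Xcr1, and cluster 10, led by cell cycle genes such as Stmn1) made up 5.45% of cells in the library labelled WT (exact Clopper-Pearson interval 4.80% to 6.16%, 240 cells) and 10.1% in that labelled KO (9.24% to 11.1%, 430 cells), a ratio of 1.86 (1.58 to 2.19). Mature DC-like cells (clusters 2, 3 and 7, led by Fscn1, Ccl5 and the lymph node homing receptor Ccr7) made up 35.0% and 25.4%, a ratio of 0.73 (0.67 to 0.79). Most of that difference lay in cluster 7, of mature DC-like cells with few UMIs (medians of 1976 and 3074), which held 404 cells in the library labelled WT and 100 in that labelled KO (9.17% and 2.36%, ratio 0.26, 0.20 to 0.32). Clusters 2 and 3 together made up 25.8% and 23.1%, a ratio of 0.89 (0.82 to 0.98). Cluster 2 (623 and 553 cells) had the highest median Scrublet score of the DC sort clusters, 0.115 against 0.025 in cluster 3. Its median UMIs were 2.40 times those of the library, and its mature DC score was 2.33 against 3.59, so it may hold droplets of several cells. cDC2-like cells made up 10.6% and 12.3%, a ratio of 1.16 (1.02 to 1.32), with 6.95% and 8.55% in cluster 5, led by Mgl2 and Cd209a, and 3.61% and 3.70% in cluster 8, led by Cxcl10, Cd209a, the stress gene Hspa1a and interferon-induced genes. pDC-like cells (cluster 12, led by immunoglobulin genes such as Igkc), the subset known for making type I interferon, made up 1.11% and 0.64%, a ratio of 0.57 (0.34 to 0.93). Macrophage-like cells, which a gate against F4/80 and CD88 was meant to remove, made up 13.7% and 15.9%, a ratio of 1.16 (1.03 to 1.29).

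Several clusters of the DC sort stayed unnamed under thresholds that were set after the data had been examined. Cluster 4, of cells with few UMIs, held 9.44% of cells in the library labelled WT (8.60% to 10.3%) and 7.0% in that labelled KO (6.25% to 7.81%), a ratio of 0.74 (0.64 to 0.86). Its parts were led by the macrophage genes C1qb and C1qa, by the mature DC genes Fscn1 and Ccl22, by Slfn4 and by immunoglobulin genes. Had the part led by mature DC genes been counted as mature DC-like, that class would have held 38.3% and 27.8% of cells, a ratio of 0.72 (0.67 to 0.78). Cluster 0, in which cDC2 markers scored highest and Cd72, Il1r2 and the interferon-induced gene Ifit3 led, held 22% and 24.2% (ratio 1.10, 1.01 to 1.20), and cluster 9, led by Cyp7b1 and Cd7, held 1.68% and 2.52%. T cell-like cells mixed with myeloid RNA made up 0.79% and 1.56%, and cells led by collagen genes made up 0.34% and 0.42%. The gate on CD11c, CD26 and MHC class II sets which DCs were sampled, the library labelled WT held more cells with few UMIs, and shares of all cells move together, since a cluster that is smaller in 1 library raises the others.

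**Figure D2:**
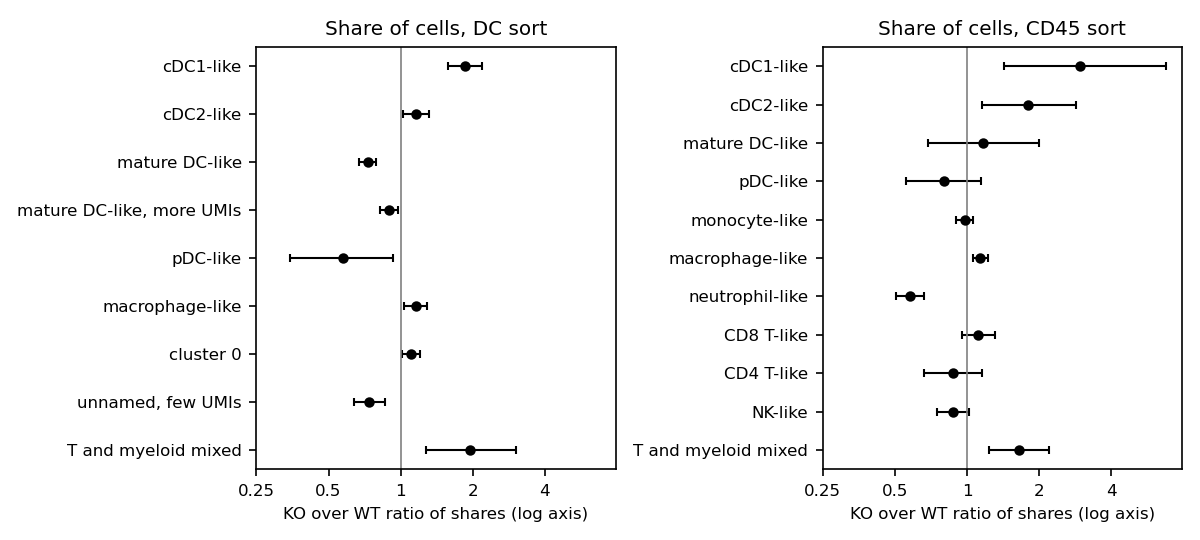
Ratio of the share of kept cells per class, library labelled KO over library labelled WT, on a log axis for the DC sort and the CD45 sort, with points for ratios and bars for exact conditional 95% intervals of counting error. cDC1-like cells of the DC sort are at 1.86, mature DC-like cells at 0.73 with cluster 7 and at 0.89 without it, and neutrophil-like cells of the CD45 sort at 0.58.

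In cDC1-like cells of the DC sort, genes of DC maturation and costimulation were lower in the library labelled KO. Of 13 measured members of that list 12 were lower, with a median log2 ratio of −0.32 (interval from Poisson redraws −0.44 to −0.16), percentile 0 among random lists matched on expression. Ccr7 was lower by a log2 ratio of −1.23 (−1.65 to −0.82), the T cell chemoattractant Ccl5 by −0.67 (−0.80 to −0.53), Cd86, a ligand of the costimulatory receptor CD28, by −0.47 (−0.63 to −0.30) and Cd83 by −0.33 (−0.48 to −0.19), while Cxcl16 was at 0.08 (−0.10 to 0.27). That median was −0.07 as a mean of log-normalised values. The Ccr7 ratio rests on few cells, since 18 of 240 cDC1-like cells labelled WT (7.5%) and 16 of 430 labelled KO (3.72%) had a UMI. With cells thinned to equal depth these shares were 3.83% and 1.64% with overlapping intervals. Macrophage-like cells of this sort had a Ccr7 UMI in 8.28% and 8.62% of cells. Whether the cDC1-like cells made this Ccr7 RNA was not tested. MHC class I presentation genes lay slightly lower, with 15 of 18 members lower and a median of −0.09 (−0.11 to −0.04, percentile 0.31), B2m at −0.12 and H2-T23 at −0.24. That median was −0.02 without integration and −0.14 with TMM scaling, which sets totals by trimmed means of gene ratios. MHC class II presentation genes had 10 of 12 lower and a median of −0.11 (−0.12 to −0.07, percentile 0.28). H2-DMb2, a subunit of the editor of peptides loaded on class II, was at −0.50 and H2-Oa at −0.53. Type I interferon response genes had 26 of 40 lower and a median of −0.14 (−0.18 to −0.06, percentile 0), which was −0.01 without integration of the libraries. Irf7, a transcription factor of that response, was at −0.36 (−0.42 to −0.29), and Slfn4 was opposite at 1.18 (0.74 to 1.64). Translation factors (18 of 25 lower, median −0.09, percentile 0.05) and cytosolic ribosomal proteins (61 of 82 lower, median −0.07, percentile 0.18) were also lower, while nuclear-encoded oxidative phosphorylation genes were higher in 51 of 68 cases (median 0.06, percentile 95.3) and glycolysis genes in 12 of 14 (median 0.09, percentile 92). Interferon gamma response genes (median −0.06), the proteasome (0.02) and NF-kB genes with inflammatory cytokines (0.03) had medians whose intervals hold 0.

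Among single genes of cDC1-like cells, C1qb, which encodes a complement subunit made by macrophages, was higher by 0.88 (0.56 to 1.20), the monocyte chemokine receptor Ccr2 by 0.76 (0.53 to 1.00), the histone gene Hist1h2ae by 0.74, Prkar2a by 0.67, Sgk1 by 0.64 and Ly6c2, a surface antigen of monocytes, by 0.56 (0.43 to 0.70). Rsbn1l (0.61), Hist1h1b (0.59), Cldnd1 (0.57) and Txndc16 (0.56) completed the 10 highest. The fatty acid binding protein gene Fabp5 (−1.56, −1.89 to −1.23) was lowest, followed by the stress-induced chaperones Hspa1b (−1.22, −1.51 to −0.94) and Hspa1a (−1.12, −1.36 to −0.89), Sct (−0.90), the survival factor Bcl2a1b (−0.76), Cd81 (−0.70), the fatty acid receptor Ffar4 (−0.71), Ccl5, Jdp2 (−0.72) and RP23-416A5.5 (−0.69). Of 8 measured DC genes that the study's text names, 7 were lower (median −0.49, −0.59 to −0.35). That list was chosen by the study on these libraries and is not independent evidence of its direction.

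In cDC2-like cells, genes of MHC class II presentation were lower and genes of a suppressive macrophage programme higher in the library labelled KO. Of 12 MHC class II genes 11 were lower, with a median of −0.16 (−0.18 to −0.14, percentile 0.01). H2-DMb2 was at −0.59 (−0.72 to −0.46), H2-Ab1 at −0.21 and the invariant chain Cd74 at −0.16, and Ciita, the master regulator of class II genes, was opposite at 0.36 (0.20 to 0.51). Suppressive macrophage genes were higher in 7 of 9 cases, with a median of 0.64 (0.47 to 0.83, percentile 100), among them the complement genes C1qa (1.16, 0.83 to 1.51) and C1qb (1.16, 0.89 to 1.43) and the scavenging receptor Mrc1 (0.64, 0.41 to 0.87), while Spp1 was at −1.38 (−1.86 to −0.93). That median was 0.04 as a mean of log-normalised values. C1qa was also higher in cDC1-like cells (0.94), mature DC-like cells (0.56) and cluster 0 (0.47) of the DC sort, so its rise was not particular to cDC2-like cells. Whether this RNA was made by the cDC2-like cells or came from macrophages, as free RNA or in shared droplets, was not tested. Of 42 type I interferon response genes 30 were higher, with a median of 0.07 (0.03 to 0.11, percentile 99.1). The antiviral gene Oas3 was at 0.50 (0.23 to 0.77), the DNA sensor family member Ifi205 at 0.33 (0.22 to 0.44) and Slfn5 at 0.38, whereas Isg15 was at −0.16 (−0.20 to −0.11) and Ifit3 at −0.17. With 2 other roundings of matrix products in the clustering, chosen after the data had been seen, the type I median was 0.18 and 0.28. Interferon gamma response genes had a median of −0.09 (−0.15 to 0.08), which was higher than 0 under 8 alternatives, up to 0.10 with no cell filter. Cluster 8, led by interferon-induced genes, passed the margin for the name cDC2-like by little. Translation factors (17 of 25 lower, median −0.08, percentile 0.94), proteasome genes (23 of 34 lower, median −0.06, percentile 2.16) and mitochondrially encoded genes (9 of 12 lower, median −0.15, percentile 0.02) were lower, and immediate early and heat shock genes were higher in 18 of 25 cases (median 0.09, percentile 99.7). That median was −0.02 as a mean of log-normalised values, and the heat shock genes Hspa1a and Hspa1b were lower. DC maturation genes had 7 higher and 8 lower (median −0.05, −0.16 to 0.10).

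The genes with the highest ratios in cDC2-like cells were fibronectin Fn1 (1.76, 1.52 to 2.00), C1qb, Ear2 (1.15), the T cell chemoattractant Cxcl9 (1.03, 0.85 to 1.22), Gatm (0.72), Ccl6 (0.66), Naaa (0.64), Mrc1, Clec4b1 (0.63) and the transcription factor Bcl11a (0.62). The lowest were the neutrophil chemoattractant Cxcl2 (−1.19, −1.50 to −0.89), Hspa1a (−1.07), Cyp4f16 (−0.97), Hspa1b (−0.90), malate dehydrogenase Mdh2 (−0.88), Fabp5 (−0.84), the lectin receptor Clec4n (−0.76), the cytokine signalling inhibitor Socs1 (−0.69), Ddt (−0.65) and Ramp3 (−0.63). Il1b was at −0.54 (−0.61 to −0.47). Of 7 DC genes that the study's text names, chosen there on these libraries, 5 were lower with a median of −0.23 (−0.28 to −0.04). Ccl5 was higher by 0.36 (0.28 to 0.43) in cDC2-like cells but was lower under 3 alternatives, with −0.15 when each cell was classed by its own markers.

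In mature DC-like cells, interferon response genes were higher and genes of DC maturation differed little. Of 42 type I interferon response genes 37 were higher, with a median of 0.16 (0.13 to 0.19, percentile 100), including Ifi44 (0.46, 0.34 to 0.58), the RNA sensor Ifih1 (0.37, 0.25 to 0.48), Trim30a (0.38) and Rsad2 (0.38, 0.30 to 0.45). Of 17 interferon gamma response genes 12 were higher, with a median of 0.20 (0.08 to 0.25, percentile 100), led by Cxcl9 (0.59, 0.50 to 0.68), the GTPase Iigp1 (0.54, 0.41 to 0.68) and Gbp5 (0.45). That median was 0.01 over members of at least 100 CPM. DC maturation genes had 14 of 24 members lower and a median of −0.04 (−0.08 to −0.01, percentile 5.52), with Cd63 at −0.33, Fscn1 at −0.17 and Ccr7 at −0.05 (−0.09 to −0.01), and Ccl17 at 1.35 (1.10 to 1.60). That median was −0.08 with TMM scaling and 0.07 as a mean of log-normalised values. With cells thinned to equal depth it was 0.05 and Ccr7 was at 0.08. A Ccr7 UMI was found in 84.0% of mature DC-like cells labelled WT and 89.2% labelled KO at median depths of 5136 and 8193 UMIs, and in 8.28% and 8.62% of macrophage-like cells at 4525 and 4431 UMIs. Thinned to 2000 UMIs, which left out 342 and 94 mature DC-like cells, the shares were 75.0% and 77.3% with overlapping intervals. Suppressive macrophage genes had 8 of 11 members higher (median 0.21, 0.07 to 0.34, percentile 99.7), with C1qa at 0.56 but Apoe at −0.65. Glycolysis genes were lower in 10 of 15 cases (median −0.09, percentile 0.56). Nuclear-encoded oxidative phosphorylation genes were slightly lower in 48 of 68 (median −0.04, percentile 0.48), a median that was 0.06 as a mean of log-normalised values.

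The other genes with the highest ratios in mature DC-like cells were RP23-359B23.11 (0.83), Cd209a (0.62), the monocyte chemoattractant Ccl12 (0.62), Kdr (0.57), Trim12c (0.49) and Ms4a7 (0.48). The lowest were Hspa1a (−1.13, −1.28 to −0.98), Hspa1b (−1.04), Apoe (−0.65, −0.75 to −0.55), Rsrp1 (−0.44), Hopx (−0.43), Insl6 (−0.43), RP23-255J22.5 (−0.40), Rhoc (−0.41), Mrpl40 (−0.40) and Glrx3 (−0.39). Of 9 DC genes that the study's text names, chosen by the study on these libraries, 6 were lower with a median of −0.07 (−0.11 to −0.03). Ccl5, at 0.01 (0.00 to 0.02), was at −0.02 with TMM scaling. The clusters of this class were not held in like parts by the libraries, since cluster 7 made up 404 of 1540 cells labelled WT and 100 of 1079 labelled KO.

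In cluster 0 of the DC sort, type I interferon response genes were higher in 30 of 42 cases (median 0.07, 0.05 to 0.11, percentile 100) and all 5 measured suppressive macrophage genes were higher (median 0.47), with C1qb at 0.79 (0.61 to 0.98). All 12 mitochondrially encoded genes were lower (median −0.25, −0.31 to −0.22), and so were 74 of 82 cytosolic ribosomal proteins (median −0.06). Of 9 DC genes chosen by the study on these libraries, 8 were lower (median −0.18, −0.22 to −0.14).

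**Figure D3:**
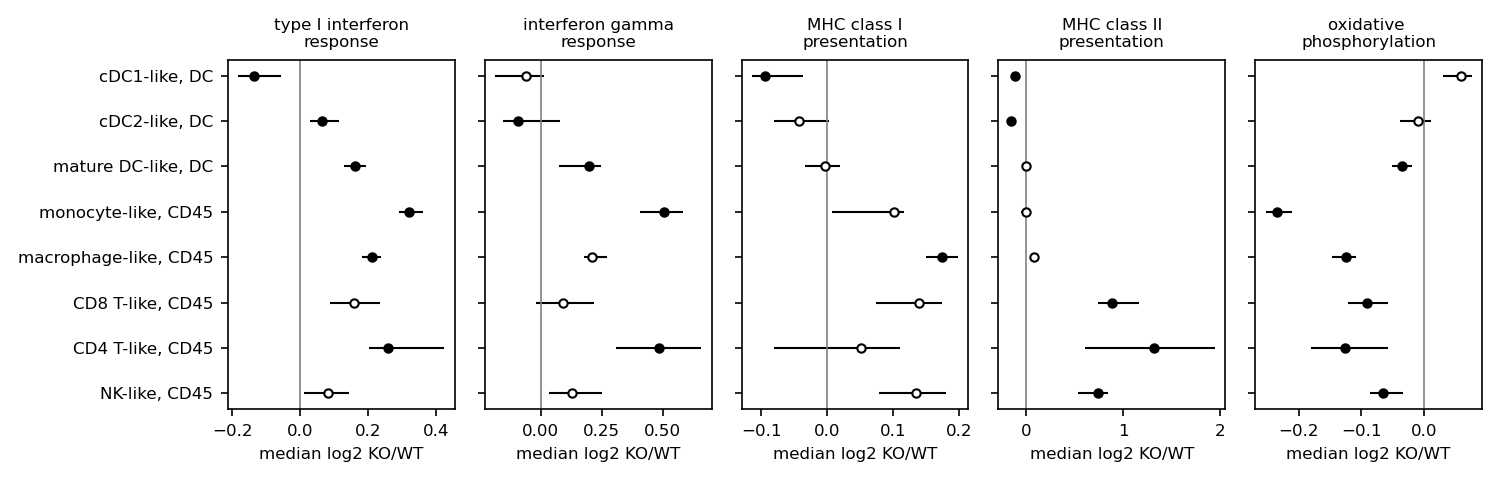
Median log2 ratio, library labelled KO over library labelled WT, of fixed gene lists in cell classes of both sorts, with bars for 95% intervals from Poisson redraws and filled points for medians outside the central 95% of matched random lists. Each panel has its own x scale, and the type I interferon median is −0.14 in cDC1-like, 0.07 in cDC2-like and 0.16 in mature DC-like cells of the DC sort.

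The share of cells per class in the CD45 sort addresses whether the wider leukocyte make-up of the tumours differs with genotype. Its labels go against Dnase1l3, as given above. Neutrophil-like cells made up 13.5% of cells in the library labelled WT (12.5% to 14.6%, 554 cells) and 7.82% in that labelled KO (7.03% to 8.66%, 334 cells), a ratio of 0.58 (0.50 to 0.66). Of these, cluster 15, led by the granule genes Camp, Ngp and Ltf of immature neutrophils, held 61 cells labelled WT and 0 of 4273 cells labelled KO (at most 0.09%), and cluster 4, led by S100a9 and S100a8, held 493 and 334 (ratio 0.65, 0.56 to 0.75). Macrophage-like cells (clusters 0, 3 and 7) made up 32.2% and 36.6%, a ratio of 1.14 (1.06 to 1.23). cDC1-like and cDC2-like cells together made up 1.02% and 2.13%, a ratio of 2.08 (1.43 to 3.08), from 10 and 31 cDC1-like cells and from 32 and 60 cDC2-like cells. The ratio of these cDC-like cells was 1.24 when each cell was classed by its own markers. T cell-like cells mixed with macrophage RNA, whose median UMIs (12941 and 11638) were high, made up 1.88% and 3.09%, a ratio of 1.65 (1.23 to 2.21). Mast cell-like or basophil-like cells numbered 16 and 37 (ratio 2.22, 1.21 to 4.28). The neutrophil-like cells had median depths of 1827 and 1686 UMIs, so a limit on UMIs or genes per cell can set their share, and a cluster found in 1 library may stand for that library.

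The named T and NK classes of the CD45 sort differed by less than counting error in their shares. They leave out the T cell-like cells mixed with macrophage RNA (cluster 10, ratio 1.65, 1.23 to 2.21). Tnfrsf4, Icos and Gzmb were among the leading genes of both that cluster and the CD4 T-like cells, so the CD4 T-like share depends on setting it aside. CD8 T-like cells (cluster 11 and parts of clusters 6 and 13) made up 7.19% and 8.00% (ratio 1.11, 0.95 to 1.31). CD4 T-like cells, led by Tnfrsf4, Icos and other genes of regulatory T cells, made up 2.75% and 2.41% (ratio 0.88, 0.66 to 1.15), and the ratio was 1.17 when each cell was classed by its own markers. NK-like cells made up 8.65% and 7.58% (ratio 0.88, 0.75 to 1.02) and monocyte-like cells 27.3% and 26.7% (ratio 0.98, 0.90 to 1.06). The latter ratio was 1.10 to 1.12 under 4 alternatives. Mature DC-like cells numbered 28 and 34 (ratio 1.17), pDC-like cells 71 and 59 (0.80) and B cell-like cells 34 and 26 (0.73), all with intervals that hold 1. Cluster 11, the CD8 T-like cluster led by the granzymes Gzmf, Gzmb and Gzmc with perforin (Prf1), held 1.85% and 1.71% of cells, a ratio of 0.92 (0.66 to 1.29). Clusters 8.0 and 8.2, led by MHC class II genes and left unnamed by thresholds set after the data had been examined, held 1.75% and 1.80%.

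CD8 T-like cells of the CD45 sort had lower levels of several granzymes and higher levels of naive and memory genes in the library labelled KO, a library whose label Dnase1l3 goes against. The cytotoxicity list as a whole was near 0, with 14 of 25 members lower and a median of −0.04 (−0.10 to 0.03, percentile 18.9). It was further below 0 under 4 alternatives, at −0.36 with the cells richest in myeloid RNA left out, −0.20 with classes set per cell, −0.15 with TMM scaling and −0.11 without the cell filter. Its members went both ways. Gzmd (−1.65, −1.94 to −1.36), Gzme (−1.47) and the chemokine Ccl3 (−1.16, −1.39 to −0.94) were lower, as were Tnf (−0.80), Gzmk (−0.73) and Gzmb (−0.35), whereas Gzma (1.38, 1.16 to 1.61), Ifng (0.75, 0.58 to 0.93) and Gzmf (0.22) were higher. Of 13 naive and memory genes 11 were higher (median 0.31, 0.16 to 0.46, percentile 99.6), such as the lymph node exit receptor S1pr1 (0.95, 0.60 to 1.30), the IL-7 receptor Il7r (0.60, 0.42 to 0.78) and the transcription factor Tcf7 (0.31). T cell signalling genes were higher in 17 of 21 cases (median 0.25, 0.19 to 0.33, percentile 99.9), with Il2ra at 0.86 and Jak1 at 0.49 but Cd3d at −0.15. Immediate early and heat shock genes (18 of 25 lower, median −0.18, percentile 0.02), proteasome genes (24 of 34 lower, median −0.07, percentile 0.34) and nuclear-encoded oxidative phosphorylation genes (57 of 70 lower, median −0.09, percentile 0.01) were lower. The first of these lists was written to mark dissociation. Its member Hspa1a was lower here (−2.36) and in NK-like (−1.48), monocyte-like (−1.29) and macrophage-like cells (−0.83) of this sort. In the DC sort Hspa1a was lower in cDC1-like (−1.12), cDC2-like (−1.07) and mature DC-like cells (−1.13), with list medians of 0.045, 0.09 and 0.09. With 1 library per genotype and sort, handling and genotype cannot be told apart for this gene. Proliferation genes had 14 of 21 lower and a median of −0.07 (−0.20 to −0.02, percentile 2.51), and mitochondrially encoded genes were higher in 11 of 13 cases (median 0.19, percentile 99.8). The parts of this class were not held alike by the libraries. Cluster 11, led by granzymes, held 76 of 295 cells labelled WT and 73 of 342 labelled KO. Part 6.0 held 94 and 93, part 13.1 held 19 and 23, and part 6.1 held 67 and 103. Part 6.2, with Tcf7 and Lef1 among its leading genes, held 39 and 50. Whether the directions above come from this make-up or from a change within cells was not tested.

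A UMI of Gzmb, which encodes the protease granzyme B, was found in 51.2% of CD8 T-like cells of the library labelled WT (45.3% to 57.0%, 151 of 295) and 44.2% of that labelled KO (38.8% to 49.6%, 151 of 342), at median depths of 5150 and 4939 UMIs. Thinned to 2000 UMIs, with 9 cells of each library left out, the shares were 41.3% and 36.6% with overlapping intervals. Monocyte-like cells, which should lack the gene, had a UMI in 2.77% and 1.75% of cells at median depths of 6906 and 6656 UMIs.

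RNA of myeloid cells differed between the CD8 T-like cells of the CD45 libraries. S100a9, which encodes an abundant neutrophil protein, was at 125 CPM in the library labelled WT and 1.31 CPM in that labelled KO (log2 ratio −6.57, −8.86 to −5.01), and Cxcl2 (−3.09), Il1b (−1.56) and Apoe (−1.17) were also lower. Of the S100a8 and S100a9 UMIs of CD8 T-like cells labelled WT, 2 of 295 cells held 72.4%, and without the 2 top cells of each library 128 and 6 UMIs were left. H2-Eb1 (1.58, 1.16 to 2.01), H2-Ab1 (1.51), H2-Aa (1.11) and Cd74 (0.88), which belong to MHC class II presentation, were higher, and all 7 measured members of that list were higher (median 0.88, 0.75 to 1.16, percentile 100). Cxcl2, Il1b and Apoe went the other way once the 4% of cells with the highest doublet scores were removed, an alternative chosen after the data had been seen, and the class II median was −0.17 with no cell filter. Genes of the myeloid list were higher in 15 of 25 cases (median 0.17, 0.01 to 0.27, percentile 91.6). The other genes at the ends of the ranking were Ccl1 (2.99), Ccl7 (2.60), Trdc (1.17), Adipor2 (1.00), Hspa1b (−2.60), Hspa1a (−2.36), Serpinb9b (−1.33) and the metallothionein Mt1 (−1.18). Ccl1 was at −0.66 at a resolution of 0.3. The 4 CD8 T cell genes taken from the study's text, chosen there on these libraries, were all lower, but their median (−2.84) rests on S100a8 and S100a9, which are 2 of the 4, and was −0.17 as a mean of log-normalised values. Ubb was at −0.47 and Lyz2 at −0.20 (−0.41 to 0.00), and Lyz2 was higher under 5 alternatives. TMM scaling moved all ratios in CD8 T-like cells by −0.11, in cDC-like cells of this sort by −0.10, in pDC-like cells by −0.12 and in mature DC-like cells by −0.14.

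NK-like cells of the CD45 sort, too, had lower levels of some granzymes in the library labelled KO. Gzmg (−1.32, −1.46 to −1.18), Gzmd (−1.15, −1.21 to −1.10), Gzme (−1.08) and Gzmc (−0.46) were lower, whereas Gzmb (0.12, 0.09 to 0.15), Gzma (0.26) and the transcription factor Eomes (0.67, 0.50 to 0.85) were higher, and the cytotoxicity list had a median of 0.01 (−0.06 to 0.04). Naive and memory genes were higher in 8 of 10 cases (median 0.30, 0.16 to 0.41, percentile 99.7), with Il7r at 1.09 and the homing receptor Sell at 0.44. Proliferation genes were lower in 16 of 21 cases (median −0.27, −0.32 to −0.15, percentile 0), such as Ube2c (−0.99) and Cdk1 (−0.57), and glycolysis genes in 13 of 16 (median −0.13, percentile 0.16). Immediate early and heat shock genes (median −0.07), nuclear-encoded oxidative phosphorylation genes (median −0.07) and the myeloid list (16 of 27 lower, median −0.10) were lower too. S100a8 (−5.97) and S100a9 (−5.87) led that end, followed by Hspa1b (−1.51), Hspa1a (−1.48), Hist1h2ae (−1.20) and Ifitm1 (−1.04). Of the S100a8 and S100a9 UMIs of NK-like cells labelled WT, 2 of 355 cells held 78.5%, and without the 2 top cells of each library 387 and 22 UMIs were left. H2-Eb1 (1.65), H2-Aa (1.22), Rpn1 (0.79), Cd74 (0.76), H2-Ab1 (0.75), Lars2 (0.73), the cytokine-induced inhibitor Cish (0.73), Trpv2 (0.72) and Kcnq1ot1 (0.69) were highest. The class II list of 7 higher genes (median 0.75) was at −1.94 without the cells of the highest doublet scores. With no cell filter the medians of proliferation (0.02) and of immediate early and heat shock genes (0.07) turned higher.

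Monocyte-like cells of the CD45 sort had higher interferon response genes and lower oxidative phosphorylation and proliferation genes in the library labelled KO. All 17 measured interferon gamma response genes were higher, with a median of 0.51 (0.41 to 0.58, percentile 100), led by Cxcl9 (1.10, 0.98 to 1.23), Iigp1 (0.95, 0.76 to 1.14) and Gbp2 (0.79, 0.73 to 0.84). Of 42 type I interferon response genes 35 were higher (median 0.32, 0.29 to 0.36, percentile 100), with Rsad2 at 0.73 and Cmpk2 at 0.62, but Ifi27l2a at −0.38 and Isg15 at −0.11. DC maturation genes were higher in 13 of 14 cases (median 0.37, 0.28 to 0.41, percentile 99.8), including Cd83 (0.59), Il15 (0.46) and Cd40 (0.38). Nuclear-encoded oxidative phosphorylation genes were lower in 68 of 69 cases (median −0.23, −0.25 to −0.21, percentile 0), the exception being Ndufs1. All 8 measured proliferation genes were lower (median −0.60, −0.70 to −0.50, percentile 0), Stmn1 by −3.15 and Ube2c by −3.03, and the median was −0.18 without regression of cell cycle scores and −1.98 with no cell filter. Proteasome genes were lower in 25 of 34 cases (median −0.13, percentile 0.10). NF-kB genes with inflammatory cytokines had 11 of 19 lower and a median of −0.06 (−0.13 to 0.06, percentile 6.36). That median was −0.17 over members of at least 100 CPM, −0.14 with TMM scaling and −0.14 without regression of cell cycle scores.

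The genes with the highest ratios in monocyte-like cells also included Cd177 (1.00), Cd164 (0.97), the cyclin Ccnd1 (0.94), thrombospondin Thbs1 (0.94, 0.90 to 0.97), Lmna (0.93), Rin2 (0.86), Clic4 (0.84) and Ahnak (0.83). The granule protease Prtn3 (−2.77, −3.06 to −2.49), S100a8 (−2.17), S100a9 (−2.06), Eno3 (−1.64), Hspa1b (−1.32), Hspa1a (−1.29), Cxcl2 (−1.13, −1.18 to −1.07), Ear2 (−0.98), Gngt2 (−0.96) and Fabp5 (−0.91) were lowest. Of the 2 clusters that form this class, cluster 1, with Chil3, Lyz2, Thbs1 and Cxcl10 among its leading genes, held 590 and 724 cells. Cluster 2, in which Ear2, Ace and Gngt2 were among the leading genes, held 529 and 417. Thbs1 was among the highest ratios of the class, and Ear2 and Gngt2 among the lowest. Whether the directions in monocyte-like cells come from this make-up or from a change within cells was not tested.

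In macrophage-like cells of the CD45 sort, type I interferon response genes were higher in 32 of 42 cases (median 0.21, 0.18 to 0.24, percentile 100), with Oas3 at 0.49 and Stat1 at 0.37 but Ifi27l2a at −0.33. MHC class I presentation genes were higher in 15 of 19 cases (median 0.17, 0.15 to 0.20, percentile 98.6), with the transporter Tap1 at 0.32. TMM scaling moved all ratios in this class by −0.10. Glycolysis genes had 10 of 15 higher (median 0.21, percentile 99.7), with hexokinase Hk1 at 0.50 and Gapdh at −0.22. Nuclear-encoded oxidative phosphorylation genes were lower in 65 of 69 cases (median −0.12, percentile 0) and cytosolic ribosomal proteins in 72 of 82 (median −0.17, percentile 0.04).

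In CD4 T-like cells of the CD45 sort (113 and 103 cells), interferon response genes were higher and cytotoxicity genes lower in the library labelled KO. Type I genes were higher in 37 of 42 cases (median 0.26, 0.20 to 0.43, percentile 100) and interferon gamma response genes in 13 of 16 (median 0.49, 0.31 to 0.66, percentile 100), with Gbp2 at 1.19 and Igtp at 0.54. Cytotoxicity genes were lower in 14 of 16 cases (median −0.59, −1.04 to −0.50, percentile 0), with Nkg7 at −1.08, Ccl4 at −1.10 and Ccl5 at −0.65. Inhibitory receptor genes were lower in 11 of 14 cases (median −0.25, −0.40 to −0.08, percentile 0.29), among them Tigit (−1.64) and Lag3 (−0.52), while Ctla4 was at 0.39 (0.19 to 0.58). All 7 measured MHC class II genes were higher (median 1.32, 0.61 to 1.94) and so was the myeloid list (16 of 24 higher, median 0.52), with C1qa at 3.2. With the cells richest in myeloid RNA left out these medians were −0.36 and −0.20. Glycolysis genes were lower in 11 of 15 cases (median −0.22), a median that was 0.06 when each cell was classed by its own markers.

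The cDC-like cells of the CD45 sort gave a second pair of libraries against which the DC sort could be set, with the caution on the CD45 labels. Across 2103 genes, which are not independent replicates, the log2 ratios of the sorts had a Pearson correlation of 0.31 and a Spearman correlation of 0.32, and 60.5% of genes had the same direction. Of 312 genes whose intervals excluded 0 in both sorts, 245 had the same direction. The cells were cDC1-like and cDC2-like cells pooled, of which 240 of 705 labelled WT and 430 of 950 labelled KO were cDC1-like in the DC sort, and 10 of 42 and 31 of 91 in the CD45 sort. A difference in make-up that goes the same way in both sorts gives shared directions by itself. In cDC2-like cells alone, 184 of 231 genes whose intervals excluded 0 in both sorts went the same way, and in cDC1-like cells alone 98 of 154. Mdh2 (−0.79 in the DC sort and −1.04 in the CD45 sort), Hspa1a (−1.22 and −2.92), Fn1 (1.46 and 1.08), Ccr2 (0.33 and 0.67) and Cxcl10 (−0.45 and −0.81) went the same way, whereas Fabp5 (−1.16 and 1.95) and Bcl2a1b (−0.59 and 0.81) did not. The Pearson correlation was 0.05 at a clustering resolution of 1, where the cDC2-like cells of the CD45 sort fell into an unnamed cluster and only 10 and 31 cDC1-like cells were left. In the CD45 sort, DC maturation genes were lower in 8 of 12 cases (median −0.55, −0.75 to −0.13, percentile 0), with Ccl5 at −1.85 and Cxcl10 at −0.81, and MHC class II genes were higher in 11 of 12 (median 0.28, 0.16 to 0.35). Suppressive macrophage genes were higher in 9 of 10 cases (median 3.32), with C1qa at 4.58 and Apoe at 3.72, from 42 cells labelled WT and 91 labelled KO. Of the 921 UMIs of C1qa, C1qb, C1qc and Apoe in the library labelled KO, 2 cells held 54.7%, and without the 2 top cells of each library 15 and 417 UMIs were left, labelled WT and KO in that order. In that labelled KO 1 cDC1-like cell held all 285 of the S100a8 and S100a9 UMIs of its class and 1 cDC2-like cell 270 of 274, as droplets that also hold a neutrophil would give. C1qc, with no UMI in the library labelled WT, is counted as higher, and the median does not depend on the value taken for it. In the cDC1-like cells left at a resolution of 1 the maturation median was 0.31 and the class II median −0.17. The maturation median was 0.03 with classes set per cell, and the class II median −0.26 without the cell filter.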

Values the study reported

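The study reported 14 clusters of cells in its DC sort and 20 clusters in its CD45 sort. It gave 16.75% of total WT cells and 5.8% of KO cells for cluster 3 of the DC sort, which it named a cDC2 cluster. For cluster 13 of the CD45 sort, which it described as CD8 T cells positive for granzyme B, it gave 2.63% in WT and 1.57% in KO.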

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

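Both tests in this part were written down after the results they measure had been seen, and that on the labels replaced one on only 3 genes, of which 0% went opposite ways. Results are marked here because the same contrast of libraries labelled KO and WT went opposite ways in 2 groups of cells, and the difference between those groups was not tested in either case.

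Dnase1l3 had a ratio of 0.46 in the DC sort and of 1.76 in the CD45 sort. A swap of the labels of the CD45 libraries was tested with genes whose intervals excluded 0 in the same cell type of both sorts. Of these, 26.1% (22% to 30.4%) went opposite ways in macrophage-like, 20.3% in cDC2-like and 16.6% in mature DC-like cells. These shares lay below the bound of 40% written against a swap. The ratio of the cDC1-like share lay above 1 in both sorts, at 1.86 and at 2.98 (1.42 to 6.81, from 10 and 31 cells). By flow cytometry, however, the study found comparable levels of XCR1-positive cDC1 in tumours of both genotypes, so this shared direction says little about the labels. In 2 further types, whose bound was added after the values were seen, 58.6% (pDC-like) and 36.4% (cDC1-like, upper bound 44.5%) went opposite ways, and genes are not independent, so with 1 library per group the swap stays open, although most of these values go against it and Gzmb was lower in CD8 T-like cells labelled KO (−0.35). The study reports flow cytometry with fewer granzyme B-positive, CD44-high CD8 T cells in KO tumours, which goes with the labels and is not among the files used here. That measured protein, at a later day than the tumours it describes for sequencing. In these libraries the shares of CD8 T-like cells with a Gzmb UMI overlapped once thinned (41.3% and 36.6%), so the RNA does not show fewer such cells by itself. Tags of the gene in every cell type of the library labelled KO were looked for in T and NK cells, where 5.53 CPM in that library against no UMI in the library labelled WT met what had been written for this explanation, while an effect of the genotype on the level of the gene was not tested, since the files hold no read positions along the gene.

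The median log2 ratio of the type I interferon list was −0.14 in cDC1-like cells and 0.066 in cDC2-like cells of the DC sort.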

How the results depend on the processing

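No paired analysis was possible because each genotype had 1 library per sort and the labels link no mouse across the sorts. Depth limits what small classes can show, since CD4 T-like cells held 516864 and 460512 UMIs against 11569552 and 10240868 in mature DC-like cells. Removal of doublets by Scrublet's own threshold was planned but was not run further, since it called almost no cells. For values without a test, "same" means within the counting interval of the value in the report. Of the list medians of a class's own cell type, other than the list chosen beforehand per comparison, 1822 values under an alternative were the same, 540 lay outside the interval without a turned direction and 43 turned. For the lists chosen beforehand 49 were the same and 12 outside. Of values of named genes 1390 were the same, 543 outside and 47 turned. Of shares that answer a comparison 82 were the same and 11 outside, and of other shares 147 and 14. Of the values of Dnase1l3 in named DCs and of the comparison of sorts 18 were the same and 5 outside. Lists written for another cell type had 491 the same, 144 outside and 10 turned. The values that follow are ratios for shares and log2 ratios for genes and lists, and the cause was not tested for any of them.

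With no cell filter, the ratio of shares was 1.11 for monocyte-like cells. The list medians were 0.10 for interferon gamma response in cDC2-like cells, and −0.17 for MHC class II and −0.11 for cytotoxicity in CD8 T-like cells, and 0.0205 for proliferation and 0.0688 for immediate early genes in NK-like cells, and 0.37 for lymphocyte RNA in macrophage-like cells, and −0.26 for MHC class II, 0.0653 for interferon gamma response and 1.24 for lymphocyte RNA in cDC-like cells of the CD45 sort. Ccl5 was at −0.0389 and Cxcl10 at 0.0467 in mature DC-like cells, and Cd74 was at −0.52 in CD8 T-like cells. The correlation between the sorts was 0.486.

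Without integration, the list medians were −0.0237 for MHC class I in cDC1-like cells, and 0.0211 for interferon gamma response in cDC2-like cells, and 0.16 for lymphocyte RNA in macrophage-like cells, and 0.11 for interferon gamma response in cDC-like cells of the CD45 sort. Cd63 was at 0.0253 and S100a4 at 0.0418 in cDC1-like cells, and Lyz2 was at 0.24 in CD8 T-like cells.

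At a resolution of 0.3, the ratio of shares was 0.909 for mature DC-like cells. The list median was 0.0305 for interferon gamma response in cDC2-like cells. Ccl5 was at −0.0349 in cDC2-like cells, and Ccl1 was at −0.66 in CD8 T-like cells. The correlation between the sorts was 0.360.

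At a resolution of 1, the ratio of shares was 1.10 for monocyte-like cells. The list medians were 0.0730 for interferon gamma response in cDC2-like cells, and −0.17 for MHC class II, 0.72 for interferon gamma response, 0.31 for DC maturation, 0.0383 for immediate early genes, −0.0287 for mitochondrially encoded genes and 1.23 for lymphocyte RNA in cDC-like cells of the CD45 sort. Cd86 was at 0.0246 in cDC2-like cells. The correlation between the sorts was 0.0488.

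Without regression of cell cycle scores, the ratio of shares was 1.11 for monocyte-like cells. The list medians were 0.0402 for interferon gamma response in cDC2-like cells, and −0.14 for NF-kB genes in monocyte-like cells, and 0.18 for lymphocyte RNA in macrophage-like cells, and 0.0165 for proliferation and 1.61 for lymphocyte RNA in cDC-like cells of the CD45 sort. Ccl1 was at −0.59 in CD8 T-like cells.

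With Dnase1l3 among the features, the list median was 0.0742 for interferon gamma response in cDC2-like cells. Cd63 was at 0.20 in cDC1-like cells.

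With each cell classed by its own markers, the ratios of shares were 1.46 for cDC1-like cells, 1.17 for CD4 T-like cells, 1.12 for monocyte-like cells and 1.24 for cDC-like cells of the CD45 sort. The list medians were −0.20 for cytotoxicity in CD8 T-like cells, and −0.16 for MHC class II and 0.0647 for glycolysis in CD4 T-like cells, and 0.0301 for DC maturation in cDC-like cells of the CD45 sort. Ccl5 was at −0.15 in cDC2-like cells, and Ccr7 was at 0.0229 in mature DC-like cells, and Lyz2 was at 0.40 in CD8 T-like cells. The correlation between the sorts was 0.443.

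With TMM scaling, the list medians were −0.14 for MHC class I in cDC1-like cells, and −0.0768 for DC maturation in mature DC-like cells, and −0.15 for cytotoxicity in CD8 T-like cells, and −0.14 for NF-kB genes in monocyte-like cells. Ccl5 was at −0.0209 in mature DC-like cells.

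As means of log-normalised values, the list medians were −0.0151 for immediate early genes in cDC2-like cells, and 0.0660 for DC maturation and 0.0640 for oxidative phosphorylation in mature DC-like cells, and −0.0159 for myeloid RNA in CD4 T-like cells, and 0.0059 for lymphocyte RNA in macrophage-like cells. Ccl5 was at −0.12 in cDC2-like cells, and Ccl5 was at −0.0077, Ccr7 at 0.19 and Cd86 at 0.0830 in mature DC-like cells, and Apoe was at 0.0422 and Cd74 at −0.0045 in CD8 T-like cells, and Cd74 was at −0.0235 and H2-Ab1 at −0.0738 in NK-like cells.

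With cells thinned to 2000 UMIs, the list medians were 0.0468 for DC maturation in mature DC-like cells, and −0.0333 for myeloid RNA in CD4 T-like cells, and −0.0215 for NF-kB genes in cDC-like cells of the CD45 sort. Ccr7 was at 0.0763, Cd86 at 0.13 and S100a4 at −0.0050 in mature DC-like cells, and Lyz2 was at 0.20 in CD8 T-like cells. The Dnase1l3 ratio in named DCs of the DC sort was 0.352.

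With list members of at least 100 CPM, the list median was −0.17 for NF-kB genes in monocyte-like cells.

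With list members of 1 UMI in both libraries, the list median was 0.37 for lymphocyte RNA in macrophage-like cells.

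With lymphoid cells above the median of the myeloid list left out, the list medians were −0.36 for cytotoxicity in CD8 T-like cells, and −0.36 for MHC class II and −0.20 for myeloid RNA in CD4 T-like cells, and −0.35 for MHC class II in NK-like cells. Apoe was at 1.31, Cxcl2 at 1.12, Il1b at 1.44 and Lyz2 at 0.23 in CD8 T-like cells, and Cd74 was at −1.22, H2-Ab1 at −0.72 and H2-Eb1 at −0.87 in NK-like cells.

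The alternatives in this paragraph were chosen after seeing the data. Without the 4% of cells with the highest Scrublet scores, the ratio of shares was 0.881 for mature DC-like cells. The list medians were −1.94 for MHC class II in NK-like cells, and 0.18 for interferon gamma response, 0.29 for proliferation and 1.33 for lymphocyte RNA in cDC-like cells of the CD45 sort. Cd63 was at 0.0165 in cDC1-like cells, and Cxcl10 was at 0.0805 in mature DC-like cells, and Apoe was at 2.30, Cxcl2 at 1.23, H2-Eb1 at −0.0261, Il1b at 0.67 and Lyz2 at 1.08 in CD8 T-like cells, and Cd74 was at −2.00, H2-Aa at −2.26, H2-Ab1 at −1.94 and H2-Eb1 at −3.15 in NK-like cells. With the second rounding of matrix products, the ratio of shares was 0.886 for mature DC-like cells. The list median was 0.0827 for interferon gamma response in cDC2-like cells. Cd63 was at 0.20 in cDC1-like cells, and Ccl1 was at −0.62 in CD8 T-like cells. With the third rounding, the list median was 0.0775 for interferon gamma response in cDC2-like cells. With the clusters of few UMIs (below 0.5 of the library median) left out of mature DC-like cells, the ratio of shares was 0.895 for mature DC-like cells.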

Other observations

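Of the 5 tests in this part, the test on the 2 cells with most S100 UMIs was written down before its result was seen, and the other 4 after.

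Macrophage-like cells of the CD45 sort, whose labels Dnase1l3 goes against, were made up of 3 clusters. Cluster 7, led by Pf4, Ccl8 and Retnla with the scavenging receptors Mrc1 and Folr2 among its leading genes, held 4.09% of cells in the library labelled WT (3.51% to 4.75%) and 6.27% in that labelled KO (5.56% to 7.04%), a ratio of 1.53 (1.26 to 1.87). Cluster 3, led by Fabp5, Hmox1 and Arg1, held 10.6% and 10.9% (ratio 1.03, 0.90 to 1.17), and cluster 0, led by complement genes such as C1qa, held 17.5% and 19.4% (ratio 1.11, 1.01 to 1.23). S100a8 and S100a9, which encode the main cytosolic proteins of neutrophils, together made up 177365 CPM of neutrophil-like cells in the library labelled WT and 70395 CPM in that labelled KO. The class held cluster 15, of 61 cells labelled WT with a median of 6162 UMIs, beside cluster 4, and the library labelled KO held cluster 4 alone, so the 2 values compare unlike mixtures of cells.

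In CD4 T-like cells of the CD45 sort a UMI of Gzmb was found in 84.1% of cells of the library labelled WT (76.0% to 90.3%) and 68.9% of that labelled KO (59.1% to 77.7%) at median depths of 4199 and 3917 UMIs, and in 0 of 34 and 1 of 26 B cell-like cells at 2488 and 2768 UMIs. Thinned to 2000 UMIs, with 8 and 12 cells left out, the shares in CD4 T-like cells were 84.8% and 65.9%. In NK-like cells they were 91.5% and 89.2% at median depths of 10189 and 7544 UMIs, and 82.2% and 79.9% once thinned, with 13 and 11 cells left out.

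Cluster 4 of the DC sort, of cells with few UMIs, was smaller in the library labelled KO (ratio 0.74). A lower depth of the library labelled WT was tested by scaling cells labelled KO to the depth within named clusters. The ratio of the share of cells below the median UMI count of cluster 4 was then 0.69 (0.57 to 0.84). This test replaced a first form at 0.92 (0.77 to 1.09), whose scale of 0.86 took in mature DC-like cells with few UMIs, more of them labelled WT. The second form left clusters of few UMIs out, so it goes against a lower depth only as measured in the other named clusters. Droplets of free RNA or of RNA from several cell types stay open, since no barcode of this sort had fewer than 497 UMIs and the profile of free RNA was not measured. With the mean of the library in its place, the cells likelier under a single other cluster (400 labelled WT and 245 labelled KO) had a ratio of 0.64 (0.54 to 0.75) and those likelier under that mean were 16 and 52, which goes against mixtures of that make-up only. An effect of the genotype was not tested.

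S100a8 and S100a9 were lower in CD8 T-like cells of the CD45 library labelled KO. In the library labelled WT, 2 cells held 72.4% of these UMIs, and without the 2 top cells of each library 128 and 6 UMIs were left, which is what droplets of a neutrophil beside a T cell would give for most of them. Free RNA from neutrophils as the source of all of them is excluded by 1 cell of that library that held 229 of them, 103 times the 2.23 that the level of the class gives for its UMI count, in a test that replaced one on the level per class, which rested on single cells. The share of cells with such a UMI after thinning differed only 1.67 times between lymphoid classes of that library (6.99% in CD8 T-like, 6.67% in CD4 T-like, 8.77% in NK-like and 11.1% in B cell-like cells) against 0.60%, 3.30%, 1.92% and 4.17% in the library labelled KO, where intervals overlap too, which fits free RNA as the source of the many cells with few of them, though CD4 T-like and B cell-like cells were too few to set the libraries apart. An effect of the genotype on these genes in T cells was not tested here. In a separate coculture measured by PCR, the study reports less induction of Lyz2 and S100a9 in CD8 T cells with KO DCs and apoptotic tumour cells.

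The share of cDC2-like cells in the DC sort here was 10.6% of kept cells in the library labelled WT and 12.3% in that labelled KO, and cluster 4 here, which is not named, held 9.44% and 7.0%. At a resolution of 0.3 the cDC2-like class took in a cluster of 1081 and 1167 cells beside one of 366 and 458, so its size depends on the clustering. The CD8 T-like cluster led by granzymes held 1.85% and 1.71% of kept cells of the CD45 sort. Cluster 7 of the DC sort, of mature DC-like cells led by Ccl5, Fscn1 and Ccr7 with Cd63 and Marcksl1 among its leading genes, held 9.17% and 2.36%, and at a resolution of 0.3 an unnamed cluster of few UMIs, closest to mature DCs, held 756 of 4405 and 315 of 4244 cells. The text of the study names Ccl5 and Ccr7 among genes at moderate to high levels in the DC cluster quoted above. It names Cd63 and Marcksl1 only among the genes lower in KO cells of that cluster. Clusters and names were rebuilt here from fixed markers, and which of these cells are the clusters quoted from the study, given as shares of all cells, was not tested, so no direction is drawn between them.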
